A study of Mus musculus with 8 samples. Its data were reported in "Co-existence of intact stemness and priming of neural differentiation programs in mES cells lacking Trim71" (2015).

How the data were processed

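mRNA of mouse embryonic stem (mES) cells was sequenced in 8 libraries. Per the labels, 4 libraries came from cells homozygous for a conditional Trim71 allele, which the labels call WT, and 4 from cells in which the gene had been mutated, called KO. Both genotypes were sampled from a pair of clones: 5 libraries came from clone E3 (3 KO, 2 WT) and 3 from clone 1 (1 KO, 2 WT). Per the labels, mutation was induced with 500 nM 4-hydroxytamoxifen (4-OHT, a ligand that switches on a Cre recombinase fused to a hormone receptor) for 2 days, cells were kept for at least 7 days afterwards, and cells carrying the surface antigen SSEA-1 were sorted before lysis.

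The authors aligned reads to the mouse genome build mm10, counted reads per RefSeq transcript, normalized the counts with DESeq2, corrected for batch in a commercial package, set every value under 1 to 1 and dropped weakly expressed transcripts. The deposited values are therefore a normalized signal, not raw counts: normalized read counts after an additive correction. The table held 13558 transcripts. Its lowest value was 1, the lowest of the higher group means was 10.0, and 208 transcripts had a value at the floor. No per-sample column was left unused.

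What the correction did was worked out from the values. In all 13350 transcripts without a value at the floor, the clone effect of a model with genotype and clone on the linear scale was 0 to the printed precision, so such an effect had been fitted and subtracted. Single clones of a genotype can still differ, as the effect is pooled over the genotypes. Undoing it as whole reads times 1 factor per library plus 1 shift per transcript gave unique whole reads for 13471 transcripts (99.4%), and those reads gave 100% of their deposited values back to about the printed precision. Of the rest, 27 had at least 2 values at the floor and 60 had more than 1 solution. The method was tested on simulated data: 93.4% of 13408 simulated transcripts were recovered exactly and every unique solution was right. Recovered reads came to 11923367, 13265761, 11698837 and 8452505 in KO replicates 1 to 4 and to 13753653, 6803007, 25313025 and 8653106 in WT replicates 1 to 4. They cover the deposited transcripts only, so each library was sequenced at least that deeply.

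Transcripts were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with genotype and clone as terms. P-values were adjusted by the Benjamini-Hochberg method over all transcripts, and for preset lists also over the list alone. The fold change criterion asked for an unadjusted p under 0.05 and a fold change of at least 1.5 in either direction. Fold changes are on the log2(value + 1) scale, which understates changes of low transcripts. Because the clone effect had been subtracted before deposit, a model without a clone term does not count the degree of freedom that the correction used. Gene lists with at least 4 members present were tested with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as checks. Single values were compared with exact two-sided permutation tests over the 70 assignments of the libraries, whose smallest p is 0.0286. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps. The limma fit was tested on simulated data for 13471 transcripts, passed through the same correction, with 200 changed by 2 on the log2 scale. At a dispersion of 0.1 it called 193 of the changed transcripts and 11 others. All transcripts had the same dispersion, the changed ones had a mean of at least 50, and no clone, day or GC effect was simulated. The share found thus does not carry over to these libraries.

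The transcripts named were chosen by a rule written before the data were examined: Trim71, the preset lists of pluripotency regulators, neuroectoderm markers and transcripts whose 3′UTR the study tested, Cdkn1a, Ago2 and Trim25, and the 5 largest rises and falls past the criterion with a mean of at least 20 and no overlap between the groups. The lists tested held genes of pluripotency, endoderm, mesoderm, neural cells, germ cells, fibroblasts, the 2-cell-like state, imprinting, p53 response and an ES cell-specific list taken from the study, whose table gives 286 members besides Trim71, all present here; members not in that table were not tested. The authors chose the 3′UTR lists from these libraries. Some transcripts that the rule selects are not reported here.

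The labels give a day for each library, and days 3, 4 and 5 each had 1 library of both genotypes. Whether the day pairs the libraries was checked on the correlation of their deviations from the group means, across transcripts. With the clone correction undone, the same-day pairs correlated at 0.54, 0.63 and 0.52, against a median of -0.18 over the 13 pairs of different days. Deviations from group means cancel within each group, so positive same-day pairs push the pairs of different days down. That median is therefore not an independent baseline. In the deposited values the day 5 pair correlated at -0.23. The libraries of each of these days also share a clone. With the correction undone, pairs of both genotypes from the same clone but different days correlated at -0.42 to 0.34 in clone E3 (4 pairs), and the only such pair of clone 1 at -0.058. Day 5 thus has a single pair to be compared with, and a shared clone cannot be ruled out as part of its correlation. The pairing was taken from the labels' day. Fits with day as a block used the 6 libraries of those days.

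Alternatives fixed before the data were examined were other pseudocounts (0.1 and 10), a mean of at least 50, leaving out transcripts at the floor, no clone term, the day block, each library left out, median-of-ratios and quantile scaling, a trended robust prior and a linear model on untransformed values. Chosen after seeing the data were the fits with the clone correction undone, limma-voom on recovered reads, and removal of each library's trend on GC content and length with splines of 4 degrees of freedom. GC content and length were taken from GENCODE transcripts of the same mouse build for 13473 transcripts (99.4%). The planned negative binomial tests of recovered reads were not run, because the values are held as a normalized signal. In the table, 26 transcripts share all 8 values with another and are members of multicopy families, whose single members are uncertain.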

Results

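The data are normalized read counts of 13558 transcripts in 8 mRNA-seq libraries of mouse embryonic stem (mES) cells, which are cultured from the inner cell mass of the blastocyst. 4 libraries were Trim71 conditional (WT) and 4 were Trim71 mutant (KO). Trim71 encodes an RNA-binding ubiquitin ligase. The comparison asked which transcripts change when Trim71 is lost from mES cells. The labels give 4-OHT treatment for the KO libraries only. Effects of the treatment and of the recombinase thus cannot be separated from those of the mutation. Recovered read totals ranged from 6803007 reads (WT replicate 2) to 25313025 reads (WT replicate 3).

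The targeted gene was examined first. Trim71 lies on the minus strand of chromosome 9 from 114507133 to 114564369 (mm10) and has 4 exons. Exon 4 runs from 114507133 to 114514096 and holds the 3′UTR. The deposited Trim71 values were 500, 793, 733 and 247 normalized counts in KO replicates 1 to 4, and 2782, 2736, 1988 and 2584 in WT replicates 1 to 4. The mean was 568.3 ± 249 (SD, n = 4) in KO and 2523 ± 367 (SD, n = 4) in WT. Every KO library lay below every WT library, and the log2 fold change was -2.39 with a standard error of 0.35. The exact two-sided permutation p was 0.0286, the smallest this design can give. Among all transcripts, limma's adjusted p for Trim71 was 0.294. The fold change moved most when KO replicate 4 was left out, to -1.81. That fit compares the genotypes within clone E3 alone, since clone 1 then has WT libraries only.

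**Figure D1:**
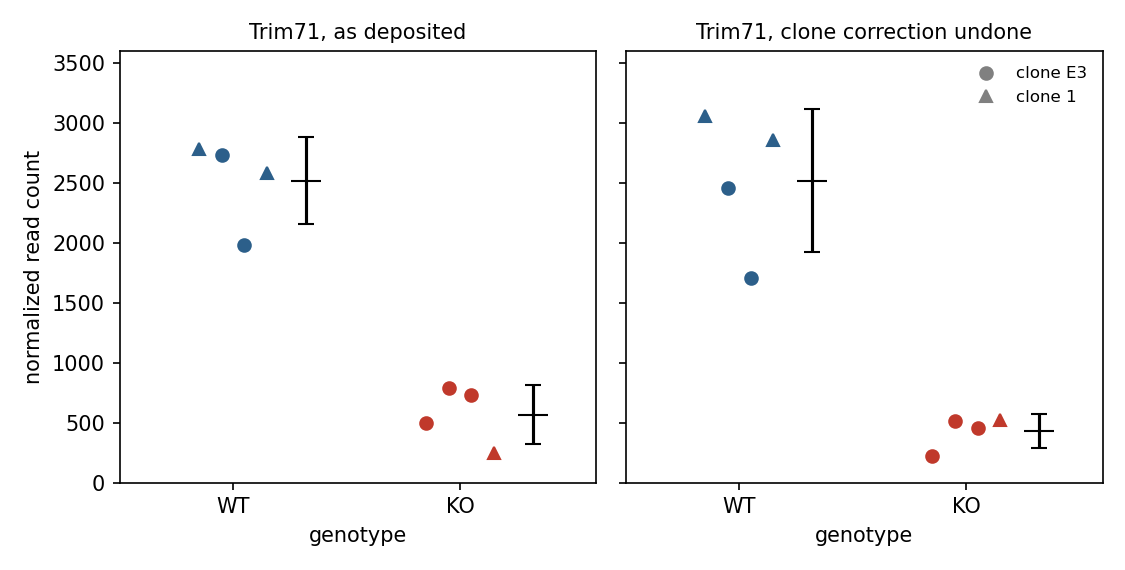
Normalized read count of Trim71 in each library by genotype, as deposited (left) and with the clone correction undone (right), with circles for clone E3, triangles for clone 1 and black bars for the mean ± SD of 4 libraries. All 4 KO libraries sit below all 4 WT libraries in both panels.

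Across all transcripts, 0 had a limma adjusted p under 0.05, and the smallest adjusted p was 0.275. At an unadjusted p under 0.05 there were 1232 transcripts. The fold change criterion was passed by 576 transcripts, 238 higher and 338 lower in KO. Without WT replicate 3 there were more higher (452) than lower (383), and over the 6 libraries of days 3, 4 and 5 without a block 270 and 267. With day as a block over 6 libraries the criterion was passed by 1015 transcripts, 425 higher and 590 lower, of which 415 were among the 576. In that fit 2601 transcripts had an unadjusted p under 0.05 and 0 an adjusted one. Over all settings the count was highest with voom on recovered reads and the same block, at 1075 transcripts, and lowest without KO replicate 4, the only KO library of clone 1, at 260. The latter fit compares the genotypes within clone E3 alone, so its lower count cannot be put down to KO replicate 4 itself.

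**Figure D2:**
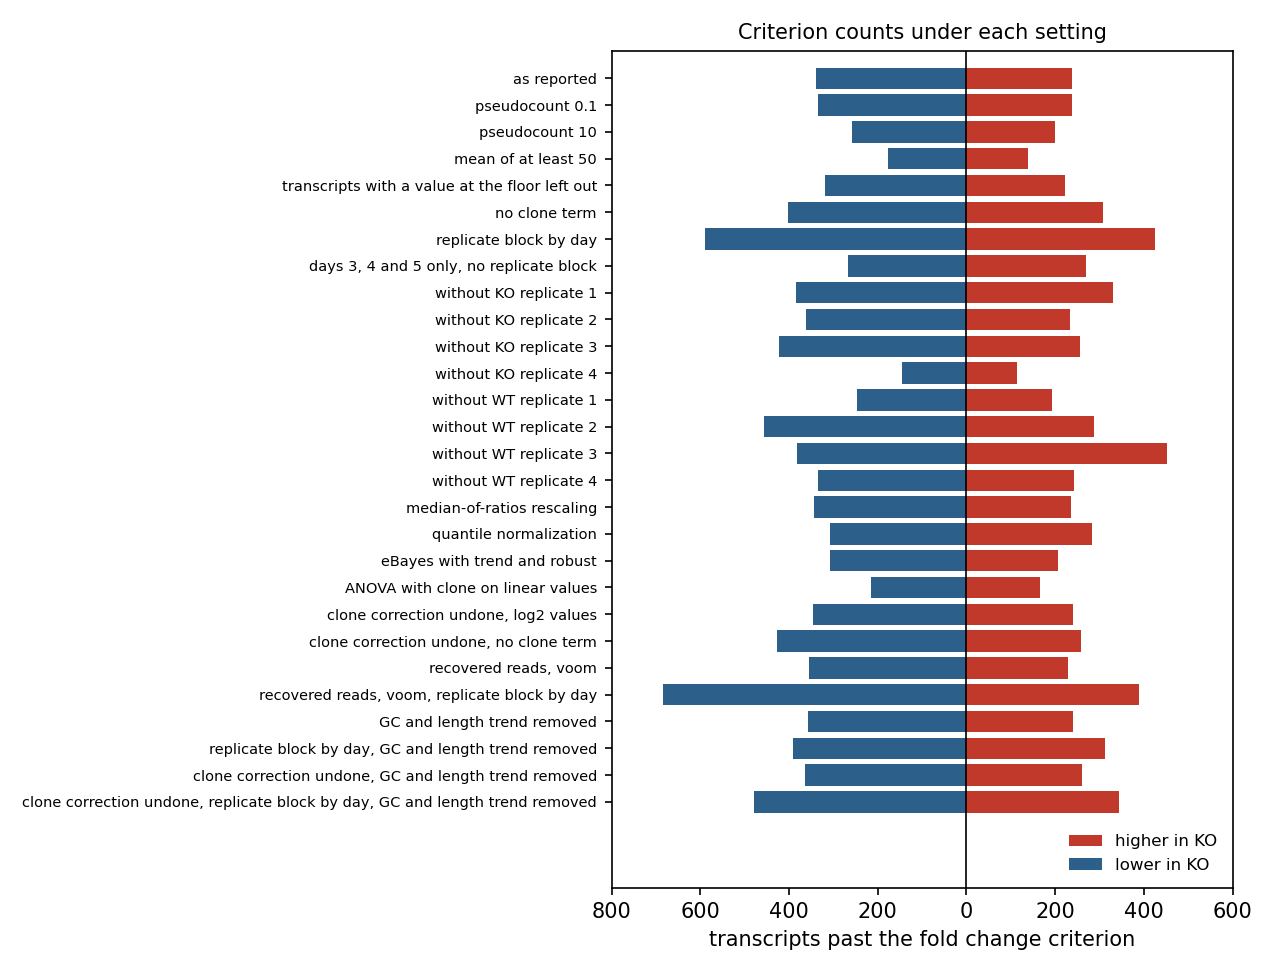
Number of transcripts past the fold change criterion under each setting, higher in KO to the right and lower in KO to the left of 0. The counts range from 260 without KO replicate 4 to 1075 with voom on recovered reads and day as a block.

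Among the largest rises by the fixed rule were Gm364, Rsad2, Foxj1 and Ccr4. Foxj1 was at 395 ± 189 (SD, n = 4) in KO and 87.7 ± 29.2 (SD, n = 4) in WT, a log2 fold change of 2.15 with a standard error of 0.40 and a limma adjusted p of 0.367. Gm364 rose by a log2 fold change of 3.00 with a standard error of 0.92, and Rsad2 and Ccr4 by 2.23 and 2.06. In Gm364 and Rsad2 the value of WT replicate 1 was at the floor of 1, where 26 and 12 reads were recovered. Without KO replicate 4, and so within clone E3 alone, they rose by 1.61 and 1.08, with unadjusted limma p-values of 0.0905 and 0.0759. The largest falls were Gm13139, Aurkc, Zscan4c and Oasl2 besides Trim71, with log2 fold changes of -2.72, -2.71, -2.08 and -1.91. Of these, Zscan4c and Oasl2 had unadjusted limma p-values above 0.05 with day as a block (0.115 and 0.133), but not with voom on recovered reads and the block (0.0019 and 0.018). Zscan4c belongs to a family of near-identical copies and is uncertain as a single gene. In Aurkc, Zscan4c and Oasl2 the value of KO replicate 4 was at the floor of 1, where 6, 4 and 9 reads were recovered, so their fold changes depend on the clone correction. Without KO replicate 4, and so within clone E3 alone, the log2 fold changes of Gm13139, Aurkc, Zscan4c and Oasl2 were -1.46, -1.39, -0.63 and -0.51. That of Oasl2 then had an unadjusted limma p of 0.218, and it was also not past 0.05 without KO replicate 1, WT replicate 1 or WT replicate 4 (0.0520, 0.0676 and 0.0501). Without WT replicate 1 that p was 0.0531 for Zscan4c.

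Transcripts whose 3′UTRs the study tested were compared next. The 5 tested as higher in KO, Tcf15, Plxnb2, Foxj1, Inhbb and Mras, rose by log2 fold changes of 1.03, 0.97, 2.15, 1.35 and 1.28. Of those tested as lower, Nanos3, Prom1 and Trim54 had log2 fold changes of -1.39, -1.16 and -1.12. These 8 transcripts had a limma adjusted p under 0.05 when adjusted over the list alone, and 0 of them did when adjusted over all transcripts. The study chose these lists on these samples, so the first count is not independent evidence. Inhbb had the smallest standard error of these transcripts, 0.17 on the log2 scale, and was at 827 ± 88.2 (SD, n = 4) in KO and 322 ± 61.0 (SD, n = 4) in WT.

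Whether loss of Trim71 touches the regulators of pluripotency was asked of 15 preset transcripts. Of these, 2 had an unadjusted p under 0.05, Klf5 and Gbx2, with log2 fold changes of 0.50 and 1.07. Without KO replicate 4, and so within clone E3 alone, their unadjusted limma p-values were 0.203 and 0.166. That of Klf5 was also above 0.05 without KO replicate 2, KO replicate 3, WT replicate 3 or WT replicate 4 (0.0761, 0.0685, 0.0907 and 0.0715). That of Gbx2 was also above 0.05 without WT replicate 3 (0.0729). Adjusted over the list alone, 0 had a limma adjusted p under 0.05, and adjusted over all transcripts also 0. With day as a block, 4 did when adjusted over the list alone: Klf4, Nr0b1, Klf5 and Gbx2, with log2 fold changes of 0.73, 0.52, 0.68 and 0.98. Pou5f1 was at 18497 ± 2132 (SD, n = 4) in KO and 15660 ± 2633 (SD, n = 4) in WT, and Nanog at 12263 ± 3521 (SD, n = 4) and 13574 ± 3294 (SD, n = 4). Neither difference was past the threshold (unadjusted limma p 0.180 and 0.620). Sox2, Esrrb, Tfcp2l1, Tbx3, Zfp42, Chd4, Sall4, Mbd3, Klf4, Klf2 and Nr0b1 had unadjusted limma p-values above 0.05 as well. Of the 286 other transcripts on the ES cell-specific list, 19 passed the criterion, 7 higher and 12 lower in KO. With day as a block 30 did. Leaving out KO replicate 4, and so comparing within clone E3 alone, gave 8.

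Among the neuroectoderm markers, Nes, Pax6 and Sox1 were in the table. Nes was lower in KO, at 258 ± 19.9 (SD, n = 4) against 368 ± 62.9 (SD, n = 4), with a log2 fold change of -0.50. Its limma adjusted p was 0.0484 when adjusted over the list alone and 0.460 over all transcripts. Among the fits that each left out 1 library, Nes was past the threshold over the list alone only without WT replicate 3 or WT replicate 4 (limma adjusted p 0.0260 and 0.0486). With day as a block, 0 of the 3 had an adjusted p under 0.05 when adjusted over the list alone, but in the other fits with the block Nes did: 0.0326 with voom, 0.0334 with the GC and length trend removed and 0.0479 with the clone correction undone as well. Without the block, Nes was not past the list threshold with voom or in the linear model (unadjusted p 0.0228 and 0.0318). Nor was it in the fits without the block that undid the clone correction or removed the GC and length trend. In the remaining fits of all libraries it was past that threshold. Sox1 and Pax6 had unadjusted p-values of 0.460 and 0.349. Over the list alone, the limma adjusted p of Sox1 was 0.0326 with voom and the block, and that of Pax6 was 0.0260 without WT replicate 3. Cdkn1a rose by a log2 fold change of 0.66, with an unadjusted limma p of 0.138. That p was 0.0127 with day as a block and 0.0426 without WT replicate 3. Ago2 and Trim25 had unadjusted limma p-values of 0.432 and 0.191. In Trim25 every KO library (3692 to 4009 normalized counts) lay below every WT library (4213 to 4400), with an exact permutation p of 0.0286, the smallest possible, and a p of 0.0099 in the linear model on untransformed values.

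Of the 10 lists tested, 2 had a camera adjusted p under 0.05. The 4 transcripts of the 2-cell-like state present, Zscan4c, Zscan4d, Zscan4f and Gm5662, were all lower in KO, with a median log2 fold change of -1.54 and an adjusted p of 0.00165. Without KO replicate 4 that median was -0.57, with an adjusted p of 0.00310. All 14 p53 targets were higher in KO, with a median log2 fold change of 0.28 and an adjusted p of 0.00523. Under fry and under an estimated correlation, 0 lists had an adjusted p under 0.05. With day as a block the 2-cell-like list had an adjusted p of 0.0663 and the p53 list one of 0.00393. The 2-cell-like list was past the threshold with voom on recovered reads and the block (0.00512). The p53 list was not past the threshold without KO replicate 4 (median 0.07, adjusted p 0.332) or without WT replicate 2 (0.0997), and without WT replicate 3 its median was 0.47. Adjusted camera p-values of the other lists were 0.117 for imprinted genes, 0.329 for endoderm markers, 0.355 for fibroblast, mesoderm and neural genes, 0.463 for germ cell genes and pluripotency regulators, and 0.865 for the listed part of the ES cell-specific genes. The imprinted genes were past the threshold with the clone correction undone (median log2 fold change -0.43, adjusted p 0.0223), with voom on recovered reads (0.0426), and without KO replicate 4, WT replicate 1 or WT replicate 4 (0.0243, 0.0292 and 0.0439). They were not with the GC and length trend removed (median -0.072, adjusted p 0.469), also with the clone correction undone (-0.15, 0.286), with voom and the block (0.193), or with the correction undone and no clone term (0.0531).

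The interaction of genotype and clone asked whether the clones differed in their response. With 1 KO library in clone 1, 12 transcripts had a limma adjusted p under 0.05. With the clone correction undone 0 did, and 237 had an unadjusted p under 0.05.

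The first 3 principal components of the log2 values carried 38.4%, 28.003% and 10.7% of the variance. In exact permutation tests the genotypes gave p 0.286, 0.0857 and 0.257 (adjusted 0.286, 0.257 and 0.286). If the genotypes separate completely on 1 of the 3 components, its adjusted p is 0.0857 in this design, so such a component cannot pass 0.05. With the GC and length trend removed, every KO library (scores from -32.1 to -7.02) lay below every WT library (from -1.53 to 54.7) on the first component, with a permutation p of 0.0286. The groups overlapped on it with the clone correction undone as well (permutation p 0.60).

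**Figure D3:**
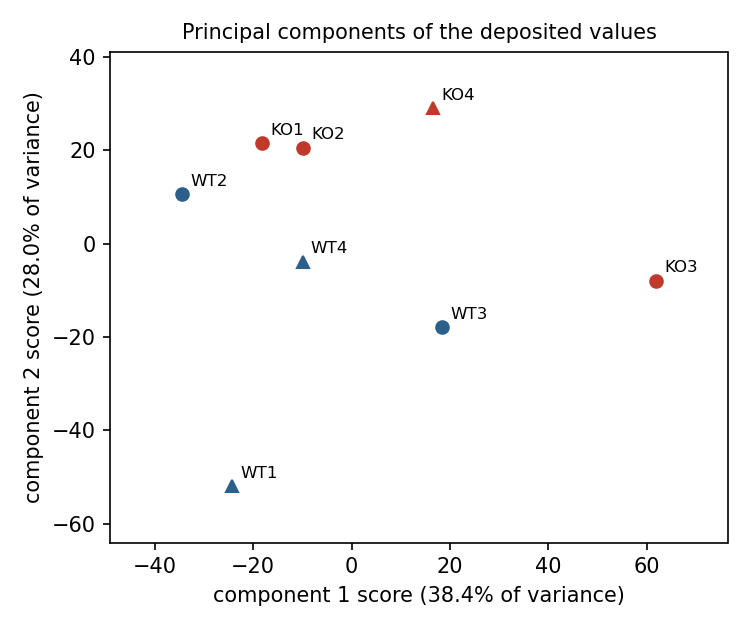
Scores of the 8 libraries on the first and second principal components of log2(value + 1), in arbitrary units, red for KO and blue for WT, circles for clone E3 and triangles for clone 1. KO replicate 3 has the highest score on the first component, 62.0.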

Values the study reported

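The study reported 13.558 transcripts as present in at least one of the genotypes. It reported 166 genes as upregulated and 216 as downregulated in Trim71 deficient cells at a fold change of at least 1.5. For the induction of recombination it gave a dose of 250 nM 4-hydroxytamoxifen.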

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

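All tests of explanations in this part were chosen after the results had been seen. Of 86 groups of 4 values checked for a library far from the others, 5 were past Dixon's 95% critical value, where chance gives 4.3.

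Zscan4c in KO replicate 4 was listed at 1, and Oasl2 at 1 in KO replicate 4 and at 67.2 in WT replicate 4, each far from the other libraries of its group. With the clone correction undone, 0 of these 3 were past the critical value: KO replicate 4 had 4 reads of Zscan4c and 9 of Oasl2. The authors' clone correction is a candidate explanation, since it subtracts the same amount from every library of a clone, however few reads that library has. No biological explanation was tested.

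Klf5 in KO replicate 1 was listed at 751, below the other KO libraries, and Gm364 in KO replicate 4 at 259, above them. With the clone correction undone 2 of these 2 were still past the critical value, so the correction does not account for them. As about as many flags arise by chance, chance stays open, and so does a difference between the cultures.

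The effect of genotype differed between clones in 12 transcripts by the interaction test. With the clone correction undone the log2 difference shrank in each of them that had recovered reads, but unevenly. It went from -4.06 to -0.88 in Zscan4c, from -2.93 to -0.58 in Gm21293 and from 2.49 to 1.42 in Tgfb2. It stayed larger in Arhgef28 (2.49 to 2.33), Pmp22 (4.40 to 2.49) and BC080695 (-3.21 to -2.07). The authors' clone correction is thus a candidate for a part of the differences: the additive shift changes ratios most in transcripts with few reads. Of the 12, 3 (Wisp1, Rhoh and Foxa2) have no recovered reads because of values at the floor, and 4 (Gm21293, Gm21304, Gm6763 and Gm8764) have identical values. A difference between the clones stays open, with 1 KO library in clone 1.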

How the results depend on the processing

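Under all 28 settings Trim71 was lower in KO, by log2 fold changes from -2.70 to -1.81, with unadjusted limma p-values of at most 0.00627. The number of transcripts with an adjusted p under 0.05 was 0 in 25 settings. It was 6 with the clone correction undone, 7 with the GC and length trend removed as well, and 4 with voom on recovered reads and day as a block. The smallest adjusted p ranged from 0.00371 to 0.681 over the settings. The cause was not tested. Of the 6, Gm21293, Gm21304, Gm6763 and Gm8764 are copies with identical values, and the others are Gm364 and Rsad2 (named after their values were seen). The 4 were Trim71, Foxj1, Plxnb2 and Gm364. The negative binomial tests of recovered reads were not run.

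The count past the fold change criterion (576; 238 higher, 338 lower) was 315 (139 and 176) for transcripts with a mean of at least 50, where fewer transcripts were tested. It was 1015 (425 and 590) with the replicate block by day and 1075 (390 and 685) with voom on recovered reads and the same block. With the linear model on untransformed values it was 382 (166 and 216), of which 368 were among the 576. Leaving out 1 library gave from 260 to 835 transcripts, from 115 to 452 higher and from 145 to 457 lower. The lowest count came without KO replicate 4, where the genotypes are compared within clone E3 alone. Without WT replicate 3 more were higher (452) than lower (383). Transcripts with an unadjusted p under 0.05 (1232) numbered 1898 without a clone term, 2601 with the block, 3189 with voom and the block, 2223 with the block and the GC and length trend removed, and 2224 with the clone correction undone as well. Across the fits that each left out a library they numbered from 442 to 1444. Apart from the filter, the cause was not tested.

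Pluripotency regulators with an unadjusted p under 0.05 (2) were 4 without a clone term, with the block and with the trended robust prior, 6 with voom and the block, and 5 with the block and the GC and length trend removed, with or without the clone correction undone. Leaving out 1 library gave from 0 to 3. Adjusted over the list alone (0), there was 1 with voom, and 4 with the block in each of its 4 forms. The ES cell-specific list (19) had 30 past the criterion with the block and 32 with voom and the block, and from 8 to 25 when 1 library was left out. Lists with an adjusted p under 0.05 (2) were 1 with the block, with the block and the GC and length trend removed, and with the clone correction undone and no clone term. They were also 1 for a mean of at least 50 and without transcripts at the floor. There the 2-cell-like list kept fewer than 4 members and was not tested. They were 0 under fry and under an estimated correlation, and from 1 to 3 when 1 library was left out. With the clone correction undone and with voom the imprinted genes joined (adjusted p 0.0223 and 0.0426). The interaction (12) gave 0 at a pseudocount of 10, for a mean of at least 50, with the clone correction undone and with voom, and from 0 to 76 when 1 library was left out. It could not be fitted without KO replicate 4. A lone separating principal component has an adjusted permutation p of 0.0857 here, so that 0 components passed says nothing about stability; the first reached 0.0857 with the GC and length trend removed, but 0.60 with the clone correction undone as well. Apart from the settings where the 2-cell-like list was not tested, the cause of these changes was not tested.

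Signs changed only for transcripts whose main unadjusted p was above 0.05. Esrrb was 0.15 with the block and in the 6 libraries of days 3, 4 and 5 without it, 0.14 with voom and the block, 0.021 under quantile scaling, 0.029 with the clone correction undone and no clone term, 0.057 with the block and the GC and length trend removed, and 0.048 with the clone correction undone as well. Zfp42 was -0.076 with the block and in the 6 libraries, and -0.071 with voom and the block. Ago2 was 0.017 with the block and in the 6 libraries, 0.010 with voom and the block, 0.21 with the block and the trend removed and 0.23 with the correction undone as well. With the GC and length trend removed, Tfcp2l1 was 0.059 and Mbd3 -0.18. With the correction undone as well they were 0.086 and -0.19. With the block and the trend removed Nanog was 0.033, Tfcp2l1 0.11 and Mbd3 -0.26, and with the correction undone as well 0.035, 0.14 and -0.25. Leaving out 1 library gave from -0.16 to 0.11 for Esrrb, from -0.051 to 0.11 for Mbd3, from -0.42 to 0.027 for Nanog, from -0.14 to 0.25 for Sox2, from -0.086 to 0.55 for Tbx3, from -0.28 to 0.043 for Tfcp2l1 and from -0.062 to 0.19 for Zfp42. The cause was not tested. Among the other named transcripts and lists, fits with all libraries or with 6 gave 19 weaker and 28 stronger results, and fits without 1 library 17 weaker and 5 stronger. Besides the changes given here and in the report, the block by itself changed no other call. With voom as well, Sox2, Tbx3 and Sox1 had an unadjusted p under 0.05. With the GC and length trend removed as well, Klf2 had a list-adjusted p of 0.0340 (log2 fold change -0.51), and 0.0307 (-0.49) with the clone correction also undone. In both, Gm13139 had an unadjusted p above 0.05. WT replicate 2, with 6803007 recovered reads, limits what can be said of transcripts with few reads.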

Other observations

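All tests of explanations in this part were chosen after the results had been seen.

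The number of transcripts past the fold change criterion here was 576, of which 338 were lower in KO. Both are higher than the values quoted from the study above. Without WT replicate 3, 452 were higher and 383 lower. With the linear model on untransformed values and a clone term the numbers were 166 and 216, equal to the study's. The higher counts here thus go with the moderated fit on log2 values. Whether the same genes were counted was not checked. The fits in this part with the linear model, with the day block and without a library had been fixed before the data were examined. Only their use to test explanations was chosen after the results had been seen.

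Every count of splits given here includes the split by genotype. Of the 35 splits of the 8 libraries into 4 and 4, 6 gave as many transcripts past the criterion as the genotypes, and 6 as many with an unadjusted p under 0.05. For the ES cell-specific list 5 splits gave as many, for the pluripotency regulators 11, for the number of lists 16, and for transcripts with an adjusted p under 0.05 with the clone correction undone 2. The split of KO replicates 1 and 2 with WT replicates 2 and 3 against the rest follows the clones except for KO replicate 3. With the clone term in the fit, its contrast rests on KO replicate 3 alone, so its counts cannot be compared with those of the genotypes. This split is included in each number above except that of lists. Of the 8 splits that part all 3 same-day pairs, the genotypes gave the most transcripts past the criterion, and the next highest count was 189. Among these 8, as large a result came from 1 split, that by genotype, for transcripts with an unadjusted p under 0.05, the ES cell-specific list, the pluripotency regulators, the adjusted count with the correction undone and the 2-cell-like median, from 5 for the number of lists and from 2 for the p53 median. With 8 splits no share can be under 0.05. The other splits keep at least 1 same-day pair together, so they also carry differences between days.

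KO replicate 3 made up 56.8% of the sum of squares of the first principal component. Across 10958 transcripts its deviations correlated with GC content at a Spearman rho of 0.72, while the other libraries lay between -0.44 and 0.16; transcripts are not independent replicates. Removing each library's trend on GC content and length lowered its share to 13.8%, where it had the lowest score on the second component, -37.2. With the clone correction undone its share was 69.1%, and 42.7% with the trend removed as well. Over the 1000 most variable transcripts its share was 13.5% without removal of the trend, so a drop of that size does not need the removal. A GC content or gene length bias in KO replicate 3 may still be part of the cause. Its recovered reads were 99.0% of those of the median library, within the range of the others, which argues against depth as the cause. The log2 fold changes correlated with GC content at a rho of 0.35, and without KO replicate 3 at 0.087. Without WT replicate 2 the rho was 0.20, and without each of the other libraries it lay between 0.33 and 0.47. The trend thus depended most on KO replicate 3, and in part on WT replicate 2. Whether the culture of the day of KO replicate 3 differed was not tested.

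The 2-cell-like transcripts were lower in KO in both clones. Their summed normalized counts with the correction undone were 14.6, 9.65, 8.32 and 33.3 in KO replicates 1 to 4, and 206, 42.3, 42.04 and 163 in WT replicates 1 to 4. The exact two-sided permutation p of the sum was 0.0286, the smallest possible, so division of reads among the copies does not explain the fall. The camera adjusted p was 4.46e-06 with the clone correction undone and 0.00394 with the GC and length trend removed, which argues against both as the whole cause. In the deposited values the adjusted p was 0.401 under fry. It was 0.448 under camera with the estimated correlation, which was 0.77. Correlation between the genes of the list thus stays a candidate explanation for the camera call. 1 of the 35 splits, the one by genotype, gave a median as far from 0; the next furthest was at 1.51. Without KO replicate 4, and so within clone E3 alone, the median was -0.57. With day as a block the adjusted p was 0.0663 in the deposited values, and with the trend removed as well 0.12. It was 0.00512 with voom on recovered reads and the block, and 0.00459 with the correction undone, the block and the trend removed, so the fits with the block disagree and leave a part for day open. Fewer cells in a 2-cell-like state in KO cultures may be an explanation, as a hypothesis from 4 related transcripts with few reads. A difference between cultures stays open.

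The p53 targets were past the threshold with the clone correction undone (adjusted p 0.0149) and with the GC and length trend removed (0.00394), which argues against either as the whole cause. With the correction undone and no clone term the adjusted p was 0.0849, at a median of 0.25; that fit leaves differences between clones in the residuals. Without KO replicate 4, and so within clone E3 alone, the adjusted p was 0.332. Without WT replicate 2 it was 0.0997. Under fry, which keeps the correlation between the genes, the adjusted p was 0.467, and 13 of the 35 splits gave a median as far from 0. Of the 8 splits that part all 3 same-day pairs, 2 did. Correlation between the genes of the list is a candidate explanation for the call. An effect of the 4-OHT treatment, which the labels give for the KO libraries only, stays open as well.

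Some transcripts without reads in a library are listed above the floor. In 87 cases 0 reads were recovered, and 7 of these are listed at 10 or more, up to 47.8 in WT replicates 2 and 3. The authors' clone correction accounts for this, as whole reads and 1 shift per transcript gave 100% of the values back.

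Trim71 reads remained in KO. With the correction undone the KO mean was 17.03% of the WT mean, against 22.5% in the deposited values. By the annotation 25.4% of the exon length lies outside exon 4, the exon the authors deleted. In the deposited values, reads from the other exons and reads from cells that kept the allele cannot be told apart, because the table gives 1 value per gene. The paper looked at reads along the locus. It reports that transcripts of the deleted exon were lost and that the remaining exons were still transcribed. It gives this as the explanation of the residual Trim71 expression, which argues for reads from the other exons as the main source.

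No Y-linked transcript was in the table, where 495 X-linked ones were, although the labels give the cells as male. Weakly expressed transcripts had been removed, and Y-linked reads were not analysed here.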
